# Transcriptome Analysis Reveals That *Abeliophyllum distichum* Nakai Extract Inhibits RANKL-Mediated Osteoclastogenensis Mainly through Suppressing Nfatc1 Expression

**DOI:** 10.3390/biology9080212

**Published:** 2020-08-06

**Authors:** Kyubin Lee, You-Jee Jang, Hyerim Lee, Eunbin Kim, Yeojin Kim, Tong-Kewn Yoo, Tae Kyung Hyun, Jae-Il Park, Sun-Ju Yi, Kyunghwan Kim

**Keywords:** *Abeliophyllum distichum* Nakai, osteoclast, NFATc1, osteoporosis

## Abstract

*Abeliophyllum distichum* Nakai is known as a monotypic genus endemic to South Korea. Currently, several pharmacological studies have revealed that *A. distichum* extract exhibits diverse biological functions, including anti-cancer, anti-diabetic, anti-hypertensive, and anti-inflammatory activities. In this study, we present the anti-osteoporotic activity of *A. distichum* extract by inhibiting osteoclast formation. First, we show that the methanolic extract of the leaves of *A. distichum*, but not extracts of the branches or fruits, significantly inhibits receptor activator of the NF-κB ligand (RANKL)-induced osteoclast differentiation. Second, our transcriptome analysis revealed that the leaf extract (LE) blocks sets of RANKL-mediated osteoclast-related genes. Third, the LE attenuates the phosphorylation of extracellular signal-related kinase. Finally, treatment with the LE effectively prevents postmenopausal bone loss in ovariectomized mice and glucocorticoid-induced osteoporosis in zebrafish. Our findings show that the extract of *A. distichum* efficiently suppressed osteoclastogenesis by regulating osteoclast-related genes, thus offering a novel therapeutic strategy for osteoporosis.

## 1. Introduction

Bone tissue is continuously maintained by osteoclasts and osteoblasts [1]. They are remodeled through life to regenerate damaged bones and maintain mechanical strength. An imbalance between bone resorption and bone formation can cause bone diseases, including osteoporosis and osteopetrosis [2]. Osteoporosis is a metabolic skeletal disorder caused by excessive bone resorption, which is characterized by low bone mass and the microstructural deterioration of bone tissue. These processes decrease the mechanical strength of the bone and increase the risk of fracture [3,4]. Osteoporotic fractures are the leading cause of morbidity and disability in the elderly and can lead to death in the case of hip fracture. Therefore, osteoporosis is becoming a major health problem in the aging population [5]. Osteoporosis has been classified into two main groups: primary and secondary. Primary osteoporosis can be further divided into two subgroups: postmenopausal osteoporosis (type I) and senile osteoporosis (type II) [6]. Postmenopausal osteoporosis, caused by estrogen deficiency, is the most common type of osteoporosis. Glucocorticoid-induced osteoporosis (GIO), the most frequent form of secondary osteoporosis, is triggered by long-term glucocorticoid treatment [7]. These two types of osteoporosis are characterized by an abnormal increase in osteoclast formation and activity. Therefore, regulating osteoclastogenesis has been targeted in current osteoporosis therapies.

Osteoclast differentiation is induced by macrophage colony-stimulating factor (M-CSF) and receptor activator of nuclear factor-kappa Β (NF-κB) ligand (RANKL). M-CSF is bound to its receptor (CSF receptor 1, cFMS) in osteoclast precursors, which induces the expression of RANK, the receptor for RANKL [8,9,10]. The binding of RANKL to RANK leads to RANK trimerization and recruitment of tumor necrosis factor receptor-associated factor 6 (TRAF6), which stimulates downstream signaling pathways, such as the NF-κB, c-JUN N-terminal kinase (JNK), p38 mitogen-activated protein kinase, and extracellular signal-related kinase (ERK) pathways [11,12]. Then, the activated nuclear factor-activated T cells c1 (NFATc1), an essential regulator of osteoclastogenesis, is translocated to the nucleus and cooperates with MITF, c-FOS, and NF-κB to express a series of osteoclast-related genes, such as tartrate-resistant acid phosphatase (TRAP), cathepsin K, osteoclast-associated receptor, and matrix metalloproteinase-9 (MMP-9), in addition to NFATc1 [11,12,13]. 

*Abeliophyllum distichum* Nakai (*A. distichum*), known as white forsythia, is a deciduous shrub and a monotypic genus of the Oleaceae. *A. distichum* growth is limited to the south and central areas of Korea, and it has been used as a landscape plant. Recent studies reported that *A. distichum* has diversified pharmacological properties including antioxidant, anti-inflammatory, anti-cancer, anti-diabetic, and antihypertensive activities [14,15,16,17]. However, the pharmacological effects of *A. distichum* on osteoclastogenesis and bone homeostasis remain unknown.

Here, we report that the leaf extract (LE) of *A. distichum* significantly inhibited RANKL-induced osteoclastogenesis. Transcriptome profiling showed that LE of *A. distichum* negatively modulates osteoclast differentiation through the downregulation of NFATc1 expression. Furthermore, our signaling pathway analysis and reporter gene assays revealed that LE of *A. distichum* not only blocked ERK signaling pathways, but also inhibited the transactivation of NFATc1, p65, and c-FOS as well as the upregulation of NFATc1. Moreover, LE of *A. distichum* alleviated the osteoporotic phenotype in both a mouse model of ovariectomy-induced bone loss and a zebrafish model of prednisolone-induced osteoporosis.

## 2. Materials and Methods

### 2.1. Preparation of Extracts of Abeliophyllum distichum

Fruits, branches, and leaves of *A. distichum* were obtained from the research forest at Chungbuk National University. The fruit, branches, and leaves were lyophilized and pulverized into a fine powder using a blender. The ground materials (approx. 50 g) were soaked in methanol (1:10 dry weight material to MeOH (mL)) for 24 h, and sonicated (1 h × 3 times) at 40 °C in an ultrasonic bath (Power sonic 420, Hwashin Co., Yeongcheon, Korea). After filtration, the methanol extracts of the fruits (FE), branches (BE), and leaves (LE) were concentrated at 40 °C using a rotary vacuum evaporator under low pressure, and kept in a refrigerator until use.

### 2.2. Osteoclast Differentiation Assay

Osteoclast precursor (OCP) cells were generated as described previously [18]. Briefly, bone marrow cells were isolated from 6–7-week-old ICR male mouse with α-minimum essential medium (α-MEM) supplemented with 10% FBS and M-CSF (5 ng/mL). Non-adherent cells were seeds on 10-cm culture dish and further cultured with M-CSF (30 ng/mL) for 3 days. After removing floating cells, adherent cells were used as bone marrow-derived macrophage (BMM) cells. To check the effect of extracts of *A. distichum* on osteoclastogenesis, OCP cells (3 × 10^4^ cells) were seeded in 48-well culture plate and cultured with 30 ng/mL of M-CSF and 100 ng/mL of RANKL, in the absence or presence of an indicated concentration of extracts of *A. distichum*. After TRAP staining using an acid phosphatase leukocyte kit (Cat. No. 387A, Sigma-Aldrich, St. Louise, MO, USA), TRAP-positive multinucleated cells (MNCs) were counted as osteoclasts. 

### 2.3. Cell Proliferation Assay

OCP cells (5 × 10^3^ cells) were seeded in 96-well culture plate grown with three different concentrations of BE, LE, or FE (0.1, 1, and 10 μg/mL), and cell proliferations were analyzed by MTT assay using Cell Proliferation Kit 1 (Cat. No. 11465007001, Roche, Basel, Switzerland).

### 2.4. RNA-seq Data Analysis

For RNA-seq, OCP cells (2 × 10^5^ cells) were plated on 6-well culture plate with M-CSF (30 ng/mL). Cells were treated with RANKL in the absence or presence of LE as following: 1) no RANKL (-R); cells treated with M-CSF (30 ng/mL) for 3 days, 2) RANKL (+ R); cells treated with M-CSF (30 ng/mL) and RANKL (100 ng/mL) for 3 days, and 3) RANKL + LE (R + LE); cells treated with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the presence of LE for 3 days. After libraries construction following total RNA preparation, high-throughput sequencing with 100bp pair-end was performed from E-Biogen Inc. (Seoul, Korea) using HiSeq 2500 (Illumina, CA, USA). mRNA-Seq reads were aligned to reference mouse genome (mm10 assembly) using TopHat. HOMER program was used to analyze RNA-seq data performed as described [18]. The cut-off parameters were set at fold change ≥ 2 and FDR < 0.05 (Benjamin-Hochberg). For K-means clustering and gene ontology (GO) analysis, we used the Morpheus web site (https://software.boradinstitute.org/morpheus/), Metascape tool, and Gene Set Enrichment Analysis (GSEA) of MsigDB gen sets [19,20].

### 2.5. Real-Time Quantitative PCR (qRT-PCR)

For qRT-PCR analysis, OCP cells were differentiated with M-CSF and RANKL in the absence or presence of LE as described in RNA-seq. Total RNA was prepared from the cultured cells using Tri-RNA reagents (Cat. No. FATRR 001, Favorgen, Ping-Tung, Taiwan). Total RNA (2 µg) was reverse-transcribed to cDNA using the Moloney Murine Leukemia Virus (M-MLV) reverse transcriptase (Cat. No. M170B, Promega, Madison, WI, USA). Quantitative real-time PCR was carried out using IQ SYBR Green SuperMix (Cat. No. 1708882, Bio-Rad, Hercules, CA, USA). The following primers were used for qPCR: *Nfatc1* 5′-CTCGAAAGACAGCACTGGAGCAT-3′ (forward) and 5′-CGGCTGCCTTCCGTCTCATAG-3′ (reverse); *p65* 5′-GGAGTTCCAGTACTTGCC-3′ (forward) and 5′-GTCCTTTTGCGCTTCTCT-3′ (reverse); *c-Fos* 5′-CCAGTCAAGAGCATCAGCAA-3′ (forward) and 5′-AAGTAGTCGCAGCCCCGAGTA-3′ (reverse); *Traf6* 5′-AAACCACGAAGAGGTCATGG-3′ (forward) and 5′-GCGGGTAGAGACTTCACAGC-3′ (reverse); *Actin* 5′-GCAAGTGCTTCTAGGCGGAC-3′ (forward) and 5′-AAGAAAGGGTGTAAAACGCAGC-3′ (reverse); *Ccr1* 5′-ACTCCACTCCATGCCAAAAG-3′ (forward) and 5′-CTAGGACATTGCCCACCACT-3′ (reverse); *Mitf* 5′-GGAACAGCAACGAGCTAAGG-3′ (forward) and 5′-TGATGATCCGATTCACCAGA-3′ (reverse); *Ctsk* 5′-ACGGAGGCATTGACTCTGAAGATG-3′ (forward) and 5′-GGAACCACCAACGAGAGGAGAAAT-3′ (reverse). The relative mRNA expressions were assessed by the ΔΔCt method, using *β-Actin* as internal control.

### 2.6. Immunoblotting

OCP cells grown with M-CSF (30 ng/mL) were treated with RANKL (100 ng/mL) in the absence or presence of LE as the indicated times. Whole cell lysates were prepared with standard lysis buffer containing protease inhibitor, 1 mM sodium orthovanadate, and 2.5 mM sodium pyrophosphate. The cell lysates were subjected to SDS-PAGE, followed by immunoblotting with the indicated antibodies. The resulting blots were analyzed by enhanced chemiluminescence detection using Amersham ECL reagent (Cat. No. RPN2106, Amersham, Buckinghamshire, UK). The following antibodies were used in this study: p-AKT (1:1000 dilution, cat. No. 9272), AKT (1:1000 dilution, cat. No. 9271), p-ERK (1:500 dilution, cat. No. 9101), and ERK (1:500 dilution, cat. No. 9102) antibodies from Cell Signaling Technology (Massachusetts, MA, United States); p-IκB (1:500 dilution, cat. No. sc-8404), NFATc1 (1:200 dilution, cat. No. sc-7294) and p65 (1:200 dilution, cat. No. sc-8008), Lamin A/C (1:200 dilution, cat. No. sc-376248) antibodies from Santa Cruz Biotechnology (Santa Cruz, CA, USA); IκB (1:500 dilution, cat. No. 12045-R116) and β-Actin (1:2000 dilution, cat. No. 100166-MM10) antibodies from Sino Biological (Beijing, China); p-p38 (1:500 dilution, cat. No. MABS1754), p38 (1:500 dilution, cat. No. 05-1059), p-JNK (1:500 dilution, cat. No. 559304), JNK (1:500 dilution, cat. No. PS1019) antibodies from Millipore (Burlington, MA, USA); and HRP anti-mouse (1:5000 dilution, cat. No. 405306) and HRP anti-rabbit (1:5000 dilution, cat. No. 406401) from Biolegend (San Diego, CA, USA).

### 2.7. Reporter Gene Assay

Reporter gene assays were performed as described previously [21]. Briefly, 293T cells were transfected with an Nfatc1-Luc reporter plasmid and vectors encoding c-FOS, p65 and NFATc1 with or without LE of *A. distichum* (10 μg/mL) for 24 h. Cells were lysed and assayed for luciferase activity using SpectraMax i3x (Molecular Devices, San Jose, CA, USA).

### 2.8. Micro-Computed Tomography (Micro-CT) Analysis

Eight-week-old female C57BL/6 mice (20 g) were randomly divided into three groups (n = 5 mice per group): sham-operated mice, bilateral ovariectomized (OVX) mice treated with vehicle, and OVX mice treated with LE of *A. distichum*. One week after operation, mice were injected intraperitoneally with vehicle or LE (10 mg/kg) once a week for 8 weeks. For micro-CT, the distal femur was scanned using a Quantum GX Micro-CT imaging system (PerkinElmer, Hopkinton, MA, USA) with the following settings: 90 kV, 88 μA and a 4 min scanning time. The trabecular bone parameters were analyzed by Analyze 12.0 software (AnalyzeDirect, Overland Park, KS, USA). Maintenance, use, and treatment of all animals were approved by the Animal Care and Use committee at the Korea Basic Science Institute (KBSI-AEC 1915).

### 2.9. Bone Histomorphometry

For hematoxylin and eosin (H&E) and tartrate-resistant acid phosphatase (TRAP) staining, the femurs of mice were excised, fixed in 4% paraformaldehyde solution for two days, washed with PBS for three times, decalcified in 0.5 M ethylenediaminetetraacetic acid (EDTA, pH 7.4) for 3 weeks. After complete decalcification, the femurs were then dehydrated with ethanol and clarified with xylene. The paraffin-embedded femur sections (5 μm thick) were stained with H&E and TRAP. Histological analysis was performed as recently described [22].

### 2.10. Zebrafish Maintenance 

Adult wild-type zebrafish were maintained under standard conditions in a circulating water system at 28 °C with day–night (14 h light/10 h dark) cycles. The male and female zebrafish were chosen for spawning. Embryos were kept at 28 °C. At 10 dpf, the larvae were treated with 25 µM prednisolone ± LE of *A. distichum*. At 13 dpf, the larvae were collected for whole-mount skeletal staining [23]. All experimental protocols were approved by the Animal Care and Use committee of the Chungbuk National University, Korea (CBNUA-1391-20-01).

### 2.11. Whole-Mount Skeletal Staining

Whole-mount skeletal staining on zebrafish larvae was performed as described [18]. The larvae at 13 dpf were fixed in 10% neutral buffered formalin, and rinsed with tap water several times. After bleaching pigmentation with 3% H_2_O_2_ solution, the larvae were stained with 1 mg/mL alizarin red stain/1% KOH. To quantify bone mineral density, the areas of the first five stained vertebrae (V1–V5) were measured using the ImageJ densitometry program.

### 2.12. Statistical Analysis

All quantitative data are presented as mean ± SD. Statistical analysis was performed with GraphPad prism 7 software (one-way ANOVA test, followed by Tukey’s multiple comparison test or Dunnett’s multiple comparison test).

### 2.13. Accession Numbers

RNA-seq data were available at NCBI Gene Expression Omnibus (GSE152479).

## 3. Results

### 3.1. Leaf Extract of Abeliophyllum distichum Inhibits Osteoclast Differentiation

To investigate the effect of extracts from various tissues of *A. distichum* on osteoclast differentiation, we prepared extracts from the branches, fruits, or leaves of *A. distichum.* Osteoclast precursors (OCPs) were grown in osteoclastogenic medium in the presence or absence of extracts of *A. distichum*, in doses of 0.1, 1, 10 μg/mL. As shown in Figure 1A, LE significantly suppressed TRAP-positive osteoclast formation in a dose-dependent manner (IC_50_ = 1 μg/mL). By contrast, branch extract (BE) or fruit extract (FE) decreased the number of osteoclasts at higher doses (IC_50_ of FE = 10 μg/mL, IC_50_ of BE = not determined). Considering the fact that osteoclast differentiation involves several distinct steps such as cell proliferation, we next determined the effect of those extracts on OCP cell proliferation. As shown in Figure 1B, we observed that LE extracts had no effect on the proliferation of osteoclast precursors, indicating that the LE of *A. distichum* directly modulates the differentiation potential of osteoclast precursors.

### 3.2. Leaf Extract of Abeliophyllum distichum Regulates the Expression of a Set of Osteoclastogenic Genes during Osteoclastogenesis

To identify differentially expressed genes after treatment with the LE of *A. distichum*, we performed high-throughput RNA-sequencing of BMMs under three different conditions: no RANKL (−R), RANKL (+ R), RANKL + LE (R + LE). 

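Bone marrow-derived macrophages (BMMs) are grown from mouse marrow with M-CSF and serve as osteoclast precursors, and RANKL is the cytokine that drives them to become osteoclasts. In all, 6 libraries were analysed, 2 for each of the 3 conditions, and every culture received M-CSF at 30 ng/mL for 3 days. RANKL was added at 100 ng/mL to the +R and R+LE cultures, and LE at 10 μg/mL to the R+LE cultures only. The paper describes precursors from ICR mice aged 6 to 7 weeks, plated for sequencing in 6-well plates, whereas the sample labels give C57BL/6 mice aged 6 to 8 weeks and 48-well plates. The authors sequenced paired ends of 100 bp, aligned the reads to the mm10 mouse genome with TopHat and counted reads on the exons of 24940 genes with HOMER, without regard to strand. They deposited the values as reads per kilobase of transcript and per 1000000 mapped reads (RPKM), under column titles that say FPKM. RPKM does not state depth, but with the transcript lengths in the table the values fell on whole-read steps in at least 99.98% of those checked in each library, which gave the number of mapped reads. It was 29390291 and 34846479 in the -R libraries, 30700361 and 30706070 in the +R libraries, and 31569392 and 30452542 in the R+LE libraries. Of these, 77.8% and 78.8% lay on genes in -R, 80.7% and 76.3% in +R, and 80.5% and 74.2% in R+LE. At this depth 3 reads on a transcript of 1 kb correspond to between 0.0861 and 0.102 RPKM. The Rn45s entry, which covers the 45S ribosomal RNA precursor, held 6.83% and 4.97% of the reads on genes in -R, 10.9% and 11.1% in +R, and 11.2% and 13.5% in R+LE. Replicates differed by more than counting noise, with a chi-square per gene of 29.3 in -R, 13.4 in +R and 30.5 in R+LE, so each was kept as a library of its own. A comparison with counting noise cannot tell separate cultures from separate libraries of the same culture. From these values, log2(RPKM + 0.5) was taken for the 11595 genes with a mean of at least 0.5 RPKM over the 6 libraries, and the 3 groups were fitted together with limma, which shares the estimate of spread between genes. A gene was called at an adjusted p-value (Benjamini-Hochberg) below 0.05 and a fold change of at least 2. Fold changes on this scale understate the change of genes with low values. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p-value under 0.333, so the calls rest on the spread shared across genes. Because the counting ignored strand, reads from genes that overlap on opposite strands were not separated.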

Genome-wide transcriptome analysis revealed that 2573 genes were differentially expressed in any pairwise comparison among the three conditions. 

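In the re-analysis of the deposited RPKM values, 2013 of the 11595 genes tested were called in at least 1 of the 3 pairwise comparisons. Between +R and -R, 763 genes were higher and 1034 were lower in +R. Between R+LE and +R, 169 genes were higher and 206 were lower in R+LE. Between R+LE and -R, 454 genes were higher and 738 were lower in R+LE, so cells given both RANKL and LE still differed from cells without RANKL. Under the alternatives, the number of genes called in any comparison ranged from 1690 with a pseudocount of 1 to 2414 with limma's voom method on the recovered reads, and it was 2364 with a pseudocount of 0.1. Of all called genes, 95 were on transcripts shorter than 200 nt.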

K-means clustering classified genes into six gene clusters that were differentially modulated by RANKL and LE of *A. distichum*, as shown in Figure 2A and Supplementary Table S1. 

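The 2013 genes were grouped by K-means with K = 6 on log2(RPKM + 0.5) scaled for each gene to a mean of 0 and an SD of 1 over the 6 libraries, with 50 starts. The numbering of the clusters is specific to this grouping and is not the numbering of Figure 2A. Cluster 1, with 577 genes, fell with RANKL and stayed low with LE, with mean scaled values of 1.25 in -R, -0.64 in +R and -0.61 in R+LE. Cluster 2, with 494 genes, fell with RANKL to -1.02 and came back in part with LE to -0.10. Cluster 3, with 69 genes, was lowest in +R at -1.03 and highest in R+LE at 0.94. Cluster 4, with 53 genes, was lowest in R+LE at -1.05. Cluster 5, with 449 genes, rose from -1.05 in -R to 1.08 in +R and fell to -0.03 in R+LE. Cluster 6, with 371 genes, rose from -1.21 in -R to 0.58 in +R and kept that level in R+LE at 0.63. These genes were selected for differing between the groups, so the separation of the groups within a cluster is not a test.

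**Figure D1:**
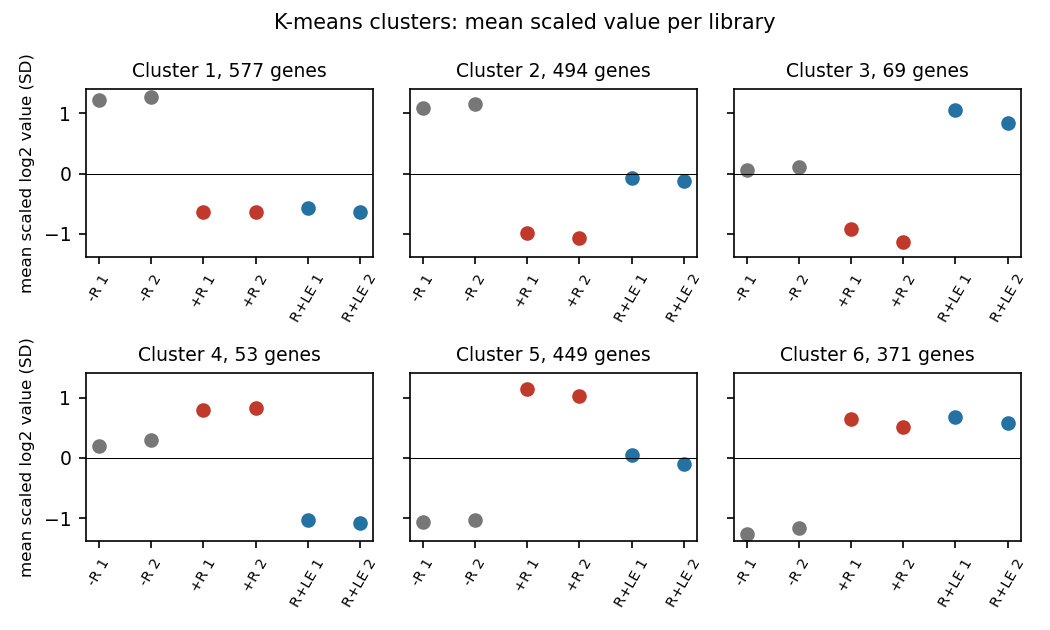
Mean scaled log2(RPKM + 0.5) of each K-means cluster, in SD units, in each of the 6 libraries. Each point is 1 library, and cluster 5 is highest in both +R libraries while cluster 3 is highest in both R+LE libraries.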

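The gene ontology sets behind Figure 2B were not used here, so the content of each cluster was described with gene lists written by hand before the data were examined. The leading-edge lists of the paper, whose genes the paper chose on these libraries, also entered the adjustment. Fisher's exact test (one-sided) compared each list with each cluster, against all 2013 clustered genes as the background, over 78 pairs of list and cluster with Benjamini-Hochberg adjustment. All 12 clustered genes of a cell division list were in cluster 6, where 2.21 would fall by chance (adjusted p = 1.03e-07). Of 15 clustered genes of an osteoclast function list, 12 were in cluster 5 against 3.35 by chance (adjusted p = 0.000122). All 5 clustered genes of a respiration list and all 5 of a cholesterol synthesis list were also in cluster 5 (adjusted p = 0.00531 for each). Of 14 clustered interferon response genes, 12 were in cluster 1 (adjusted p = 0.000367), as were all 6 clustered antigen presentation genes (adjusted p = 0.00531). Of 11 clustered targets of NF-κB, 8 were in cluster 6 (adjusted p = 0.0019). Of 7 clustered targets of the antioxidant regulator Nrf2, 4 were in cluster 3 (adjusted p = 0.0008). Fisher's test takes genes as independent, while genes of a list can vary together and the clusters were formed on such shared variation. These p-values can therefore overstate the evidence.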

GO analysis revealed that distinct functional terms were enriched in each cluster (Figure 2B). 

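On the log2(RPKM + 0.5) scale, which compresses genes with low values, the genes with the largest rise from -R to +R were Mmp9, Car2 and Ctsk. Mmp9, a matrix metalloproteinase gene on chromosome 2 of mm10 from 164948219 to 164955850, was 3.56 ± 0.136 RPKM (SD, n = 2) in -R and 770.1 ± 17.0 RPKM (SD, n = 2) in +R. Its log2 fold change was 7.57 (standard error 0.14, adjusted p = 2.71e-14 from limma with Benjamini-Hochberg adjustment). Ctsk, which encodes cathepsin K and lies on chromosome 3 from 95499210 to 95509387, rose from 0.199 ± 0.024 to 73.8 ± 13.4 RPKM (SD, n = 2 each). Car2, which encodes carbonic anhydrase 2 and lies on chromosome 3 from 14886269 to 14900770, had at most 1 read in a -R library and 58.9 ± 2.69 RPKM (SD, n = 2) in +R, which is at least 1060-fold higher than 3 reads would give. Oscar, on chromosome 7 from 3609815 to 3616157, had no read in -R and was at least 274-fold higher in +R, at 14.2 ± 2.25 RPKM (SD, n = 2). On the same scale, the genes with the largest fall were Plac8, Ly6c2 and Ccl7, with log2 fold changes of -6.33, -6.01 and -5.73. Ly6c2 has a close paralog, Ly6c1, with which the counting could have split reads. For each of these genes the 2 libraries of one group all lay on one side of the other group, which chance gives for 33.3% of genes.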

Because RANKL upregulates osteoclast-specific gene expression and LE treatment suppressed RANKL-induced osteoclastogenesis (Figure 1A), we focused on the inhibitory effect of LE on RANKL-induced genes. 

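LE changed 375 genes against RANKL alone, and 2707 genes had an unadjusted p-value below 0.05 in limma. Of the 763 genes called higher in +R than in -R, 162 were called lower in R+LE than in +R and 9 were called higher. Both comparisons use the same +R libraries, so a chance high value there would look like a rise followed by a fall. In 100 simulations with the measured spread and no effect of LE, at most 4 induced genes were called lower. On the log2 scale, LE removed a median of 35.3% of the RANKL-induced rise, with 32.1% in R+LE replicate 1 and 36.6% in R+LE replicate 2, and 669 of the 763 genes, or 87.7%, moved back toward -R. In the same simulations, where genes vary independently of one another, the share moved back had a median of 57% and a highest value of 60.6%, and the median removed was at most 2.9% of the rise. On the RPKM scale the 763 genes kept a median of 51.5% of their rise, so the share removed depends on the scale. The largest falls among all tested genes, on the log2(RPKM + 0.5) scale, were those of Mir5114, Scd2, Car2, Mmp9 and Siglec15. Scd2, a stearoyl-CoA desaturase gene on chromosome 19 of mm10 from 44293676 to 44306862, was 56.1 ± 3.75 RPKM (SD, n = 2) in +R and 2.82 ± 0.386 RPKM (SD, n = 2) in R+LE, below its level of 5.72 ± 0.138 RPKM (SD, n = 2) in -R. Its log2 fold change with LE was -4.10 (standard error 0.14, adjusted p = 1.64e-10 from limma with Benjamini-Hochberg adjustment). Mir5114, from 44303171 to 44303231, lies with all of its 61 bp inside an exon of Scd2 on the same strand, so its value cannot be separated from reads of Scd2. The log2 fold change was -2.84 for Car2, -2.75 for Mmp9 and -2.52 for Siglec15, and none of them came down to its level in -R. With no filter on low values, which tested 18427 genes, the count of induced genes raised by LE was 3.

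**Figure D2:**
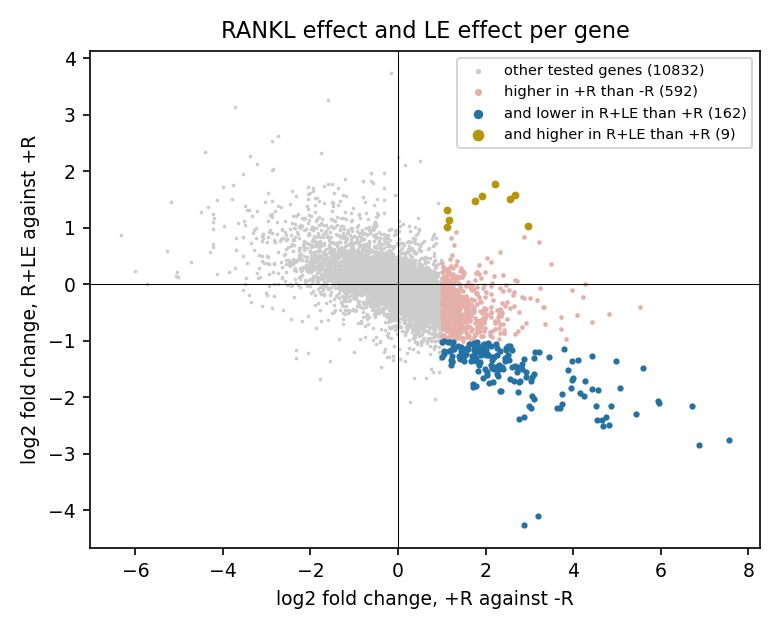
Log2 fold change of +R against -R (horizontal axis) and of R+LE against +R (vertical axis) for each of the 11595 tested genes. The 162 induced genes called lower with LE lie below zero on the vertical axis, and the 9 called higher lie above it.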

Among RANKL-induced genes (948 genes, upregulated two-fold), 213 genes (12 upregulated and 201 downregulated genes) were differentially expressed after LE treatment (Figure 2C and Supplementary Table S2). Intriguingly, most of the downregulated genes belonged to cluster IV, which is mainly associated with osteoclast differentiation and tissue remodeling, as shown in Figure 2D. Furthermore, GSEA scoring plots showed significant enrichment in pathways related to bone resorption and the regulation of osteoclast differentiation (Figure 2E,F). 

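In the K-means grouping used here, 155 of the 162 RANKL-induced genes lowered by LE, or 95.7%, were in cluster 5, which rises with RANKL and falls with LE. The clusters were formed on the same 6 libraries that gave these calls, so genes called higher with RANKL and then lower with LE fall into a cluster of that shape largely by construction, and the share is not a test. Another 6 of them were in cluster 4 and 1 was in cluster 6. Of all 206 genes lowered by LE, whether induced by RANKL or not, 75.7% were in cluster 5 and 20.9% in cluster 4. All 9 induced genes raised by LE were in cluster 6. With K = 7 the share in the largest cluster was 88.9%. The paper states that most of the lowered genes lie in its cluster IV, and describes that cluster as mainly tied to osteoclast differentiation and tissue remodeling.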

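The pathway sets of Figure 2E,F were not used here, and an osteoclast function list of 20 genes, written before the data were examined and free of the leading-edge genes, was tested in their place. All 20 genes were lower in R+LE than in +R, with a median log2 fold change of -1.65 and a range from -2.84 to -0.21. Of these, 18 had an adjusted p-value below 0.05 over all genes tested in limma, and 19 when adjusted over the list alone. The list as a whole had an adjusted p of 1.12e-26 in limma's camera test with a preset correlation of 0.01, over 16 lists. It also passed limma's rotation test fry (adjusted p = 0.00306), but not camera with the correlation estimated from these 6 libraries (adjusted p = 0.0794). From -R to +R the same list rose by a median log2 fold change of 3.85, or 4.39 with the 4 genes that had 3 reads or fewer in each -R library set at their lower bound. The smaller leading-edge lists of the paper had medians of -1.72 for bone resorption and -1.31 for the regulation of osteoclast differentiation after LE, but the paper chose their genes on these libraries, so they are not independent evidence. Under fry both leading-edge lists remained below an adjusted p of 0.05, and under the estimated correlation neither did.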

Exploration of the leading-edge subset of these genes identified six genes related to bone resorption and nine genes related to the regulation of osteoclast differentiation, respectively. 

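For the bone resorption list, Src on chromosome 2 of mm10 from 157424293 to 157471838 was 1.34 ± 0.038 RPKM in -R, 35.0 ± 3.08 in +R and 10.3 ± 0.712 in R+LE (SD, n = 2 each). Acp5, which encodes the TRAP enzyme and lies on chromosome 9 from 22126727 to 22130598, was 34.2 ± 0.845, 879.5 ± 119.7 and 165.8 ± 26.7 RPKM in the same order (SD, n = 2 each). It shares 137 bp of exon with a transcript on the opposite strand. The log2 fold change with LE was -1.72 for Src, -2.41 for Acp5 and -2.15 for Ctsk, each with an adjusted p-value of 1.11e-06 or less in limma. Rac2 had a log2 fold change of -0.50 (standard error 0.16, adjusted p = 0.0621 in limma). Gpr55, which is in both lists, had 0 and 0 reads in -R, 10 and 21 in +R, and 10 and 2 in R+LE. It lay below the filter, so its change with LE was not tested. For the osteoclast differentiation list, Il23r had at most 2 reads in any library and was likewise not tested. Ppargc1b and Ccr1 were called lower with LE, with log2 fold changes of -1.71 and -1.66. Ccr1, on chromosome 9 from 123962126 to 123968692, was not called for RANKL (log2 fold change 0.37, adjusted p = 0.0916 in limma), and with LE it fell below -R, from 23.7 ± 0.040 RPKM in -R to 9.45 ± 1.70 RPKM in R+LE (SD, n = 2 each). Mitf fell by less than 2-fold, with a log2 fold change of -0.79 (adjusted p = 0.00105 in limma). Esrra had a log2 fold change of -0.41 (adjusted p = 0.063 in limma).

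**Figure D3:**
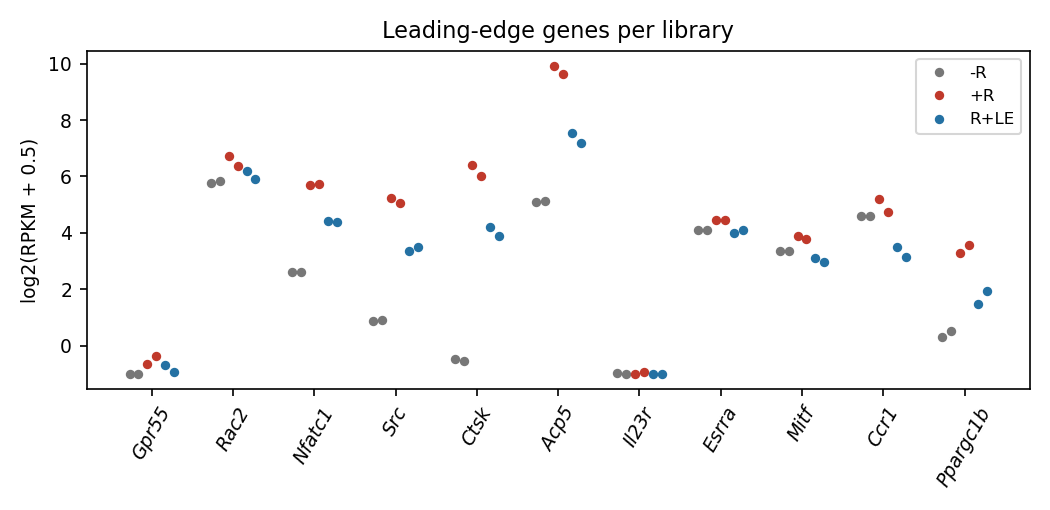
Log2(RPKM + 0.5) of the leading-edge genes reported here in each of the 6 libraries, by group. Both R+LE libraries lie below both +R libraries for Src, Acp5 and Ctsk, while Gpr55 and Il23r lie near the bottom of the axis in every library.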

The results from GSEA were further confirmed by qRT-PCR analysis (Figure 2G).

### 3.3. Leaf Extract of Abeliophyllum distichum Decreases RANKL-Induced NFATc1 Expression

RANKL/RANK signals to downstream targets such as c-FOS, NF-κB, and NFATc1, which are key transcription factors implicated in NFATc1 transactivation during osteoclastogenesis [12]. To examine the influence of LE of *A. distichum* on mRNA expression of *Nfatc1*, *c-Fos*, and *p65*, we first checked the reads per kilobase per million of those mRNA from RNA-seq data. 

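Nfatc1, which lies on chromosome 18 of mm10 from 80647435 to 80713071, was 5.61 ± 0.016 RPKM in -R, 51.8 ± 0.907 RPKM in +R and 20.6 ± 0.076 RPKM in R+LE (SD, n = 2 each). Between 788 and 7701 reads per library lay on the gene. Its log2 fold change was 3.10 with RANKL (standard error 0.13, adjusted p = 7.94e-11 in limma) and -1.31 with LE (adjusted p = 9.43e-06), and it stayed 1.79 above -R in R+LE (adjusted p = 5.8e-08). With each library left out in turn, the log2 fold change with LE stayed between -1.32 and -1.29. Fos, which encodes c-FOS and lies on chromosome 12 from 85473890 to 85477274, was 68.7 ± 3.74 RPKM in -R, 78.1 ± 5.46 in +R and 79.8 ± 10.8 in R+LE (SD, n = 2 each). Neither its change with RANKL (log2 fold change 0.18, adjusted p = 0.348 in limma) nor that with LE (0.03, adjusted p = 0.953) passed an adjusted p of 0.05. Both +R libraries lay above both -R libraries, while the +R and R+LE libraries overlapped. Chance separates 2 libraries from 2 others, in either direction, for 33.3% of genes. Rela, which encodes p65 and lies on chromosome 19 from 5637490 to 5648130, was 23.0 ± 0.704 RPKM in -R, 20.0 ± 1.90 in +R and 20.5 ± 0.776 in R+LE (SD, n = 2 each). Its log2 fold change was -0.20 with RANKL (adjusted p = 0.247 in limma) and 0.04 with LE (adjusted p = 0.915). For Fos and Rela the sign of the change with LE depended on single libraries, reaching -0.11 for Fos without R+LE replicate 1 and -0.05 for Rela without +R replicate 2.

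**Figure D4:**
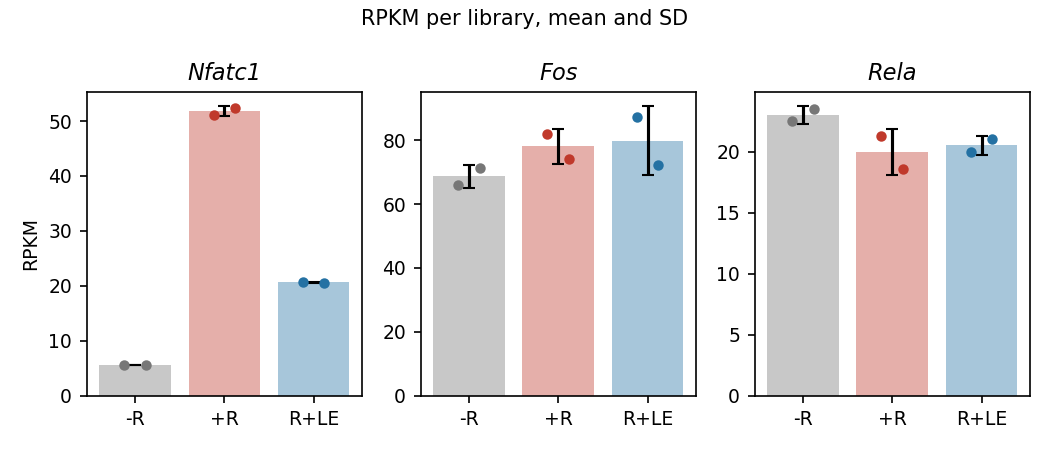
RPKM of Nfatc1, Fos and Rela in -R, +R and R+LE. Points are the 2 libraries of each group, bars their mean from an axis starting at 0 and whiskers 1 SD, and Nfatc1 is 51.8 RPKM in +R and 20.6 RPKM in R+LE.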

As shown in Figure 3A, LE blocked *Nfatc1* expression induced by RANKL, but LE had less of an effect on *c-Fos* and *p65* expression. We further confirmed the selective inhibitory effect of LE on *Nfatc1* expression by qRT-PCR analysis (Figure 3B). Consistent with qRT-PCR results, LE significantly reduced the expression of RANKL-induced NFATc1 expression, as shown in Figure 3C.

### 3.4. Leaf Extract of Abeliophyllum distichum Suppresses NFATc1 Expression by the Inhibition of Phosphorylation of ERK and the Inhibition of Transcriptional Activities of NFATc1, c-FOS, and p65 

RANKL induces NFATc1 expression via diverse signaling pathways [24,25]. To elucidate the mechanism through which LE regulates the expression of NFATc1, we first examined the relevant signaling pathways such as the ERK, JNK, and p38, AKT, and NF-κB signaling pathways. BMMs pre-treated with LE for 2 h were stimulated with RANKL for the indicated times (Figure 4A). Our immunoblot analysis showed that LE inhibited RANKL-induced phosphorylation of ERK, whereas LE had less of an effect on the RANKL-induced phosphorylation of AKT, p38, JNK, and degradation of Iκ-B (Figure 4A). These results strongly suggested that LE controls NFATc1 expression induced by RANKL, mainly through the ERK signaling pathway.

It is well known that the ERK signaling pathway plays a critical role in osteoclast differentiation through the regulation of key transcription factors such as c-FOS and NFATc1 [26,27]. It has also been reported that several transcription factors, including c-FOS, p65, and NFATc1, are recruited to the *Nfatc1* promoter during osteoclastogenesis [12,28,29]. To explore whether LE affects the transactivities of c-FOS, p65, and NFATc1 to the *Nfatc1* promoter, we performed reporter gene assays using a luciferase reporter plasmid driven by the *Nfatc1* promoter. The expression of c-FOS, p65, and NFATc1 induced NFATc1 reporter gene transcription (Figure 4B). However, the transactivities of c-FOS, p65, or NFATc1 were inhibited by LE of *A. distichum*. Collectively, these results suggest that LE of *A. distichum* suppresses the transcriptional activities of c-FOS, p65, and NFATc1 as well as ERK signaling, leading to the downregulation of NFATc1 expression.

### 3.5. Leaf Extract of Abeliophyllum distichum Prevents Bone Loss in Both Ovariectomized Mice and Prednisolone-Treated Zebrafish 

To investigate the effect of LE on postmenopausal osteoporosis, we used an ovariectomized (OVX) mouse model. OVX mice were injected with the vehicle or LE once a week for eight weeks, and the bone microarchitecture was analyzed by micro-computed tomography (micro-CT) (Figure 5A). Our micro-CT analysis revealed that OVX caused a decrease in bone mineral density and trabecular bone volume (BV/TV), compared to the sham-operated mice, as shown in Figure 5B,C. In contrast, the treatment with LE of *A. distichum* alleviated bone loss in comparison to the treatment with the vehicle in OVX mice. These results were further confirmed by hematoxylin and eosin staining of decalcified bone sections (Figure 5E). Femoral sections from the OVX mice treated with vehicle showed that the trabeculae are scarce and thin compared to those from sham-operated mice. However, LE treatment in OVX mice markedly increased bone density and significantly increased the trabecular density and thickness, as shown in Figure 5D,E. Furthermore, TRAP staining showed that OVX mice with LE displayed lower osteoclast numbers per unit bone perimeter (N.Oc/B.Pm), osteoclast surface per bone surface (Oc.S/BS) and eroded surface per bone surface (ES/BS) (Figure 5F). Since zebrafish are a useful model system for GIO, we employed zebrafish to examine the in vivo effect of LE on GIO [30,31]. Zebrafish larvae at ten days post-fertilization were treated with prednisolone (25 μM) in the presence or absence of LE of *A. distichum* for three days, and zebrafish bone mineral density was analyzed. As shown in Figure 5G, prednisolone significantly attenuated bone mineralization in zebrafish larvae, which was counteracted by LE treatment. These results strongly suggest that LE prevents both postmenopausal osteoporosis and GIO by inhibiting osteoclast differentiation.

## 4. Discussion

Osteoporosis is characterized by decreased bone mass and changes in the microarchitecture of bone, which increases bone fragility. It becomes a major health problem since the prevalence of this disease is increasing due to an aging population. Variable conventional treatments such as bisphosphonates, hormone therapy, calcitonin treatment, and selective estrogen receptor modulators are available for osteoporosis. However, since these treatments have been shown to cause severe adverse effects, new treatments with fewer adverse effects are needed for osteoporosis [32]. Recently, a series of natural products and herbal medicines have been reported for their anti-osteoporotic activities [33,34,35]. *A. distichum* has been shown to have several pharmaceutical properties including anti-cancer activity, anti-diabetic activity, and anti-hypertensive activity [15,16,17]. In the present study, we demonstrated that the LE of *A. distichum* has anti-osteoporotic activity by suppressing osteoclast differentiation. Furthermore, the transcriptome analysis showed that LE decreased the expression of genes associated with osteoclast differentiation. Specifically, LE of *A. distichum* downregulated NFATc1 expression without affecting c-Fos and p65 expression during osteoclastogenesis. Moreover, LE inhibited RANKL-induced ERK phosphorylation and the transactivities of NFATc1, c-FOS, and p65 to regulate *Nfatc1* gene expression. Finally, we observed that LE prevents bone loss in both OVX mice and prednisolone-induced osteoporotic zebrafish model. When we were preparing this manuscript, Kim et al. [36] reported that *A.distichum* alleviates postmenopausal osteoporosis in ovariectomized rats. They identified that ethyl acetate fraction of *A.distichum* inhibited the expression of c-FOS/NFATc1 and phosphorylation of MAPK (ERK, JNK and p38). Our mechanistic results are somewhat different from theirs. Such inconsistency may be due to the difference in materials (extract versus fraction), cells (primary cell versus cell line) and so on. Nevertheless, we believe that our data is the first study to report the detailed mechanism of the inhibitory effect of *A.distichum* on osteoclast formation through systematic approaches: 1) three types of tissues, 2) transcriptome analysis, and 3) two types of osteoporosis models.

NFATc1 is a key regulator of osteoclast differentiation, modulating a series of osteoclast-specific genes including TRAP, cathepsin K, osteoclast-associated receptor, and MMP-9 as well as NFATc1 itself. Recently, the expression and activation of NFATc1 have been reported to be regulated via diverse mechanisms, including transcription, acetylation, and non-coding RNAs [12]. RANKL stimulates signaling pathways including ERK, JNK, AKT, p38, and NF-κB, leading to the binding of several transcription factors such as c-FOS, NF-κB, MITF, and NFATc1 itself to *Nfatc1* promoter [12,26]. In this study, we observed that LE of *A. distichum* induced a decrease of RANKL-stimulated mRNA expression of *Nfatc1* and protein level of NFATc1 while it did not affect the expression of *c-Fos* and *p65* that are involved in *Nfatc1* expression. Moreover, LE did not affect RANKL-induced p65 translocation into the nucleus, as shown in Supplementary Figure 1. Interestingly, it was observed that the LE of *A. distichum* significantly inhibited NFATc1/c-FOS/p65 transactivation for Nfatc1 expression. Additionally, LE of *A. distichum* suppressed ERK phosphorylation. These findings suggest that LE of *A. distichum* may downregulate RANKL-induced NFATc1 expression by targeting the ERK pathway and *Nfatc1* transcription by NFATc1, c-FOS, and p65. Further studies will be needed to elucidate the exact molecular mechanisms underlying the effects of LE of *A. distichum* on NFATc1 expression. An unsolved question in this study is which compound(s) of LE exhibited anti-osteoclastogenic activity. Recent studies demonstrated that *A. distichum* methanol extract possesses more than 20 polyphenolic compounds [14,15,37]. Considered that seven compounds (acteoside, chlorogenic acid, caffeic acid, ferulic acid, naringenin, taxifolin, and quercetin) among the polyphenolic compounds are known to inhibit RANKL-mediated osteoclastogenesis [38,39,40,41,42,43,44], we assume that these bioactive compounds might play a role in anti-osteoclstogenesis. 

Postmenopausal osteoporosis stems from estrogen deficiency which affects all types of bone cells and results in an increase in bone turnover. Meanwhile, GIO is a common form of secondary osteoporosis [7]. Glucocorticoids have been used as anti-inflammatory and immunosuppressive agents [45] but have been shown to increase the differentiation of osteoclasts as well as decrease the function of osteoblasts during long-term treatment. In this study, we employed two osteoporosis animal models, including OVX mice and a zebrafish osteoporotic model-induced by prednisolone, to evaluate the effects of LE on bone mass in postmenopausal osteoporosis and GIO. LE of *A. distichum* rescued the OVX- or GIO-induced decrease in bone mass. These results suggest that LE of *A. distichum* could have therapeutic value in treating postmenopausal osteoporosis and GIO.

## Figures and Tables

**Figure 1:**
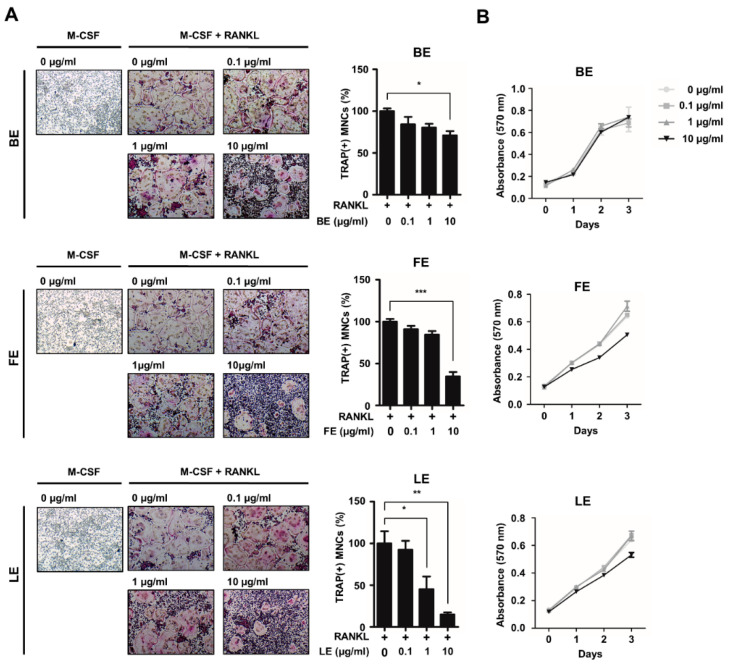
*Abeliophyllum distichum* extracts suppress osteoclast differentiation. (**A**) BMMs were treated with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the absence or the presence of increasing concentration of three tissue extracts such as branch extract (BE), fruit extract (FE) and leaf extract (LE) of *A. distichum* for 3 days. Cells were fixed and stained for TRAP. The representative TRAP staining was shown (left panel) and the number of TRAP-positive multinuclear cells was counted (right panel). (**B**) BMMs were cultured with M-CSF (30 ng/mL) in the presence of extracts of *A. distichum* and cell proliferation was measured by MTT assays. Error bars represent the mean result ± SD of three independent experiments; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
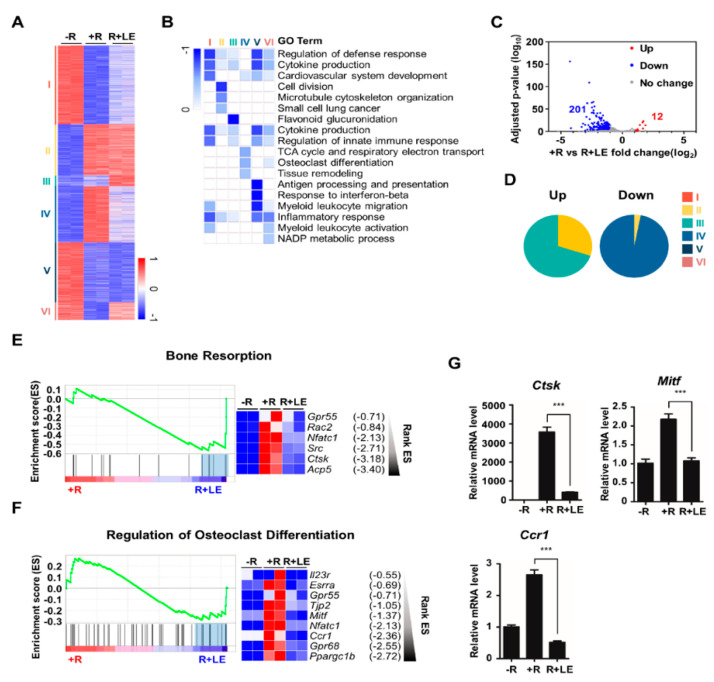
Leaf extract of *Abeliophyllum* *distichum* alters gene expression profiling during osteoclastogenesis. (**A**) K-means (K = 6) clustering of 2,573 differentially expressed genes (DEGs) in any pairwise comparison among three conditions. Clusters are indicated on the left (-R; no RANKL, +R; RANKL (100 ng/mL), R + LE; RANKL (100 ng/mL) + LE of *A. distichum* (10 μg/mL) for 3 days. (**B**) Heatmap showing the *P*-value significance of GO term enrichment for genes in each cluster. (**C**) Volcano plot of transcriptomic changes of RANKL-induced genes by LE treatment; colored dots correspond to genes with significant (FDR < 0.05) and greater than two-fold expression changes. (**D**) Pie chart showing each cluster portion of up or down DEGs. Up: Cluster 1 (33.2%), Cluster 2 (1.7%), Cluster 3 (21.3%), Cluster 4 (0%), Cluster 5 (0%), and Cluster 6 (43.8%). Down: Cluster 1 (0%), Cluster 2 (1.7%), Cluster 3 (0%), Cluster 4 (89.8%), Cluster 5 (7.6%), and Cluster 6 (0%). (**E-F**) GSEA analysis plot and heatmap showing decreased gene expression of the Bone Resorption and Regulation of Osteoclast Differentiation in LE compared to +R. (**G**) BMM cells were cultured for 3 days in the presence of M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the absence or the presence of LE. To quantify relative mRNA levels, qRT-PCR was performed using primers specific for *Ctsk*, *Mitf*, and *Ccr1*. The results shown are mean values from three independent experiments; *** *p* < 0.001.

**Figure 3:**
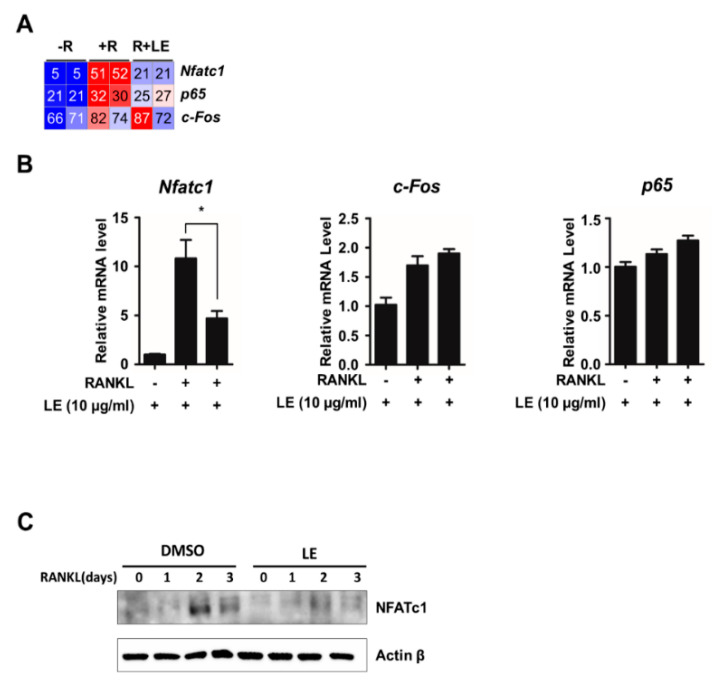
Leaf extract of *Abeliophyllum* *distichum* inhibits RANKL-induced NFATc1 expression. (**A**) Heatmap showing the reads per kilobase per million (RPKM) of *c*-*Fos*, *p65* and *Nfatc1*. Numbers within the figure indicate RPKM values. (**B**) BMM cells were cultured for 3 days in the presence of M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the absence or the presence of LE. Total RNA was isolated from cell lysates, and qRT-PCR was performed using primers specific for *c*-*Fos*, *p65* and *Nfatc1.* The mRNA levels were normalized against an internal *β-actin* control. The results shown are mean values from three independent experiments; * *p* < 0.05. (**C**) Whole cell lysates were prepared from M-CSF/RANKL-treated BMMs with or without LE (10 μg/mL) for 0, 1, 2, and 3 days, and analyzed by immunoblotting with antibodies against NFATc1 or β-Actin.

**Figure 4:**
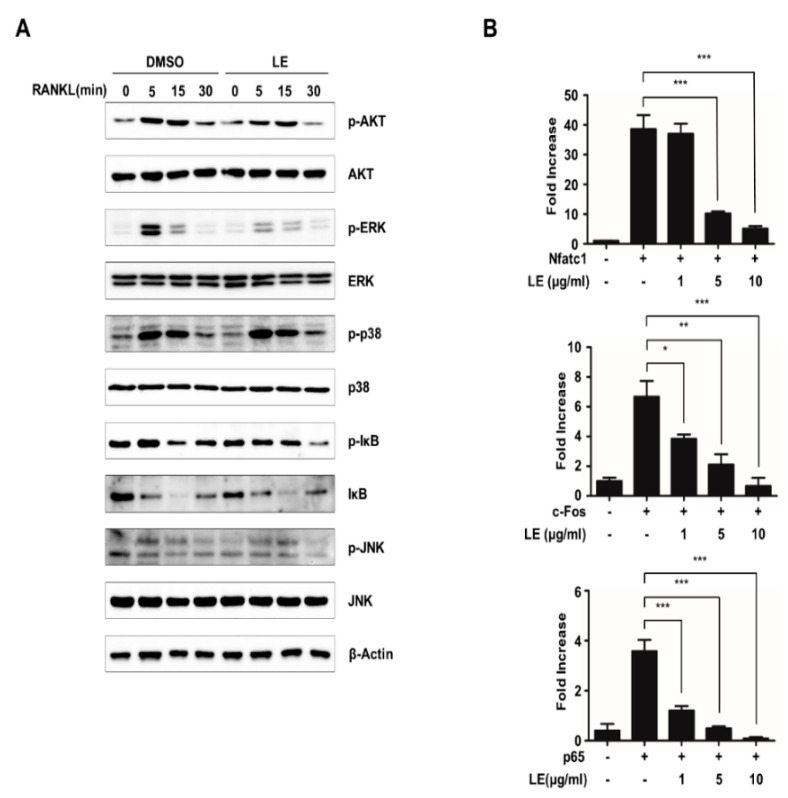
Leaf extract of *Abeliophyllum* *distichum* suppresses NFATc1 expression by blocking NFATc1, p65 and c-FOS-mediated transactivity. (**A**) BMMs were pre-treated with DMSO and LE (10 μg/mL) for 2 h, and stimulated with RANKL for 0, 5, 15, and 30 min. The cells were lysed and immunoblotted with antibodies against p-AKT, AKT, p-ERK, ERK, p-IκB, IκB, p-p38, p38, p-JNK, and JNK. (**B**) 293T cells were transiently transfected with the reporter plasmid *Nfatc1-Luc* along with *c-Fos*, *p65*, or *Nfatc1* in the presence or absence of LE. Luciferase activity was measured after 24h post-transfection. Each bar represents the mean ± SD of three independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 5:**
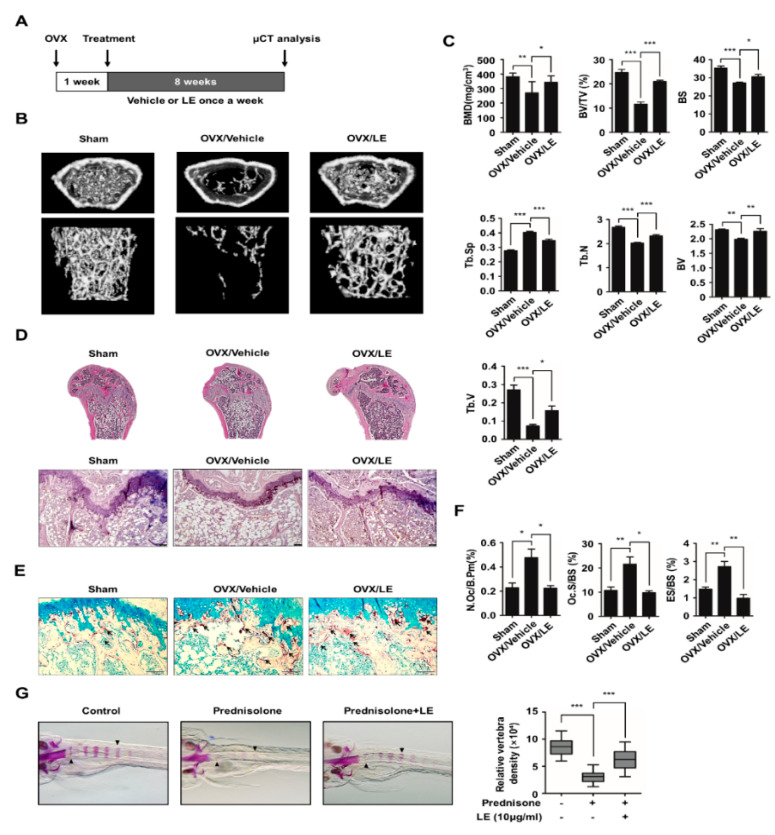
Leaf extract of *Abeliophyllum* *distichum* ameliorates bone loss in osteoporotic models. (**A**) Schematic representation of the experimental design of the ovariectomized mouse study. (**B**) Representative μCT images of femurs of 18-week-old sham, vehicle-treated OVX, LE-treated OVX are shown. (**C**) Bone parameters including bone mineral density (BMD) and bone volume per total volume (BV/TV) were analyzed. (**D**, **E**) Histomorphometric analysis of bone. Tibial sections were stained with hematoxylin and eosin staining (**D**) and TRAP staining (**E**). Arrows indicate TRAP-positive osteoclast cells. (**F**) Parameters for osteoclastic bone resorption during bone morphometric analysis. Osteoclast surface per bone surface (Oc.S./B.S.), number of TRAP-positive osteoclasts per bone perimeter (N.Oc./B.Pm.), eroded surface per bone surface (ES/BS) are shown. (**G**) The larvae at 10 dpf. (days post-fertilization) were treated with 25 μM prednisolone in the presence or absence of LE (10 μg/mL) for 3 days. Whole-mount Alizarin red staining was performed to analyzed the mineralized bone. Relative vertebral bone density was assessed by measuring the areas of the first five stained vertebrae (V1—V5, indicated by arrowhead). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2079-7737/9/8/212/s1, Table S1: K-means clustering of 2574 differentially expressed genes (DEGs), Table S2: List of affected genes by LE treatment.

## Abbreviations

The following abbreviations are used in this manuscript:

RANKL	Receptor activator of the NF-κB ligand
NFATc1	Nuclear factor of activated T-cells, cytoplasmic 1
ERK	Extracellular-signal-regulated kinase
BMM	Bone marrow-derived macrophage
GIO	Glucocorticoid-induced osteoporosis
TRAP	Tartrate resistant acid phosphatase

How the deposited data were processed for this re-analysis (not part of the article)

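Osteoclast precursors from mouse bone marrow were cultured for 3 days with M-CSF alone (-R), with RANKL (+R) or with RANKL and LE (R+LE), and 2 libraries of each condition were sequenced. Samples were grouped by the condition and replicate number that the sample labels give, which match the groups of the paper's methods.

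The authors aligned the reads to mm10 with TopHat and used HOMER to count reads on the exons of each gene on either strand, with 1 transcript kept for each gene, and they deposited the result as RPKM, which is per kilobase of transcript and per 1000000 mapped reads. The column titles of the deposited table call the unit FPKM. The paper's text does not name a version of either tool or the test behind its gene lists. Of the gene symbols in the table, 26 had been turned into dates by a spreadsheet, and all 26 were restored from the transcript identifiers. All columns of values were used.

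Since RPKM values are not counts, they were tested on a log scale. The filter, the pseudocount of 0.5, the thresholds, the comparisons, the named genes and the first set of alternatives were fixed before the data were examined. limma version 3.58.1 in R version 4.3.3 fitted the group means of all 6 libraries together, with empirical Bayes moderation and a variance trend, and tested +R against -R, R+LE against +R and R+LE against -R, with Benjamini-Hochberg adjustment over 11595 genes. Tables and figures were handled in Python version 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The genes named are those the paper names, some of which are not reported here, the β-actin reference of its qRT-PCR, the 5 genes with the largest rise and the 5 with the largest fall after LE, the 3 with the largest rise and the 3 with the largest fall after RANKL, and members of a gene list where it is discussed. Any other gene was chosen after its values were seen.

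The scripts were tested on simulated data for 11596 genes with the real library sizes. Of 196 changed genes that passed the filter, 188 were called, or 95.9%, all with the right sign, together with 14 unchanged genes. Every simulated change was larger than the fold change of 2 used for calling, and all genes had the same dispersion of 0.0138. The share called therefore does not hold for changes near the threshold. In a contrast without any change, 2 genes were called.

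Whole reads were recovered from RPKM, transcript length and the step between low values, and gave the depth of each library. A limit of 3 reads was taken as what a count of 0 allows. Genes whose libraries in one group all held 3 reads or fewer are given as a lower bound against that limit. Intervals and limits cover counting error only.

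Gene lists were tested with limma's camera with a preset correlation of 0.01, with fry and with an estimated correlation, over 16 lists. Of these, 14 were written by hand before the data were examined, and cover osteoclast function, negative regulators of osteoclasts, ERK feedback, NF-κB targets, Nrf2 targets, AhR targets, the interferon response, antigen presentation, cell division, respiration, the proton pump, cholesterol synthesis, housekeeping and sex-linked genes. The other 2 are the leading-edge lists of the paper. Clusters came from K-means with K = 6, Euclidean distance and 50 starts. The paper names the number of clusters and the web tool, and its own cluster table was held only in part and was not used. The copy of the paper's Table S2 used here held 947 genes, against 948 in the paper, so it was not compared with the calls gene by gene, and only its fold changes for named genes were read.

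The alternatives were pseudocounts of 0.1 and 1, no filter, a minimum mean of 1 RPKM, no variance trend, a fit of only the compared groups, centring on the median, quantile normalization, the replicate number as a block, voom on the recovered reads, each replicate left out, K = 5 and K = 7, and other set tests. After seeing the data, 3 more were added, which left Rn45s out of the depth, left out transcripts under 200 nt or removed a trend with GC content, and centring on the median was also applied to the gene lists. The qRT-PCR, immunoblot, reporter, mouse and zebrafish experiments of the paper were not analysed here.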

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

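The tests of this part were chosen after the results they bear on were seen. The exceptions are limma's set tests of the lists written by hand, which were fixed before the data were examined. Apart from Ccr1, the paper does not discuss the genes named in this part.

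Targets of the antioxidant regulator Nrf2, as a list of 10 genes written before the data were examined, were higher in R+LE than in +R, with a median log2 fold change of 1.16, and all 10 rose (adjusted p = 1.02e-17 in limma's camera test, 0.00696 under fry and 0.147 with an estimated correlation). In +R, 9 of the 10 were lower than in -R, with a median of -1.26, and between R+LE and -R the members went both ways, with 5 higher and 5 lower and log2 fold changes from -3.02 to 3.57. Library scaling is argued against, since the lowest median over 6 alternatives was 1.15. These included median centring, quantile normalization and leaving Rn45s out of the depth. The others changed the pseudocount or used voom at the same depth, and so did not rescale the libraries. A trend with GC content is argued against too, since the median was 1.22 after that trend was removed, a correction under which 349 of the 375 genes called for LE were shared. No single library carried the rise, as the lowest median with 1 library left out was 0.98. The list's median return was larger than the partial return that RANKL-lowered genes share. The 6 list members called lower with RANKL returned by a median of 90.4%, against 23.9% for all RANKL-lowered genes. This put the list at percentile 100 of 10000 random lists matched on expression, where the highest median was 74.9%. The random lists drew genes singly, while genes of a list can vary together, so the percentile can overstate the evidence. Members also differed in their log2 fold changes with RANKL and with LE. These were -4.20 and 1.18 for Hmox1, -2.20 and 1.04 for Gclc, and -1.47 and 1.61 for Srxn1. The shared return is therefore not excluded for every member. A direct action of LE on this pathway is a hypothesis, found and tested on the same libraries, and an indirect one stays open as well.

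Nqo1 was flagged on its own because it was not called for RANKL. It was 3.56 ± 0.428 RPKM in -R, 3.18 ± 0.940 in +R and 47.9 ± 7.24 in R+LE (SD, n = 2 each), a log2 fold change of 3.57 against -R and 3.73 against +R (adjusted p = 8.98e-10 and 5.64e-09 in limma), the largest rise with LE on the log2(RPKM + 0.5) scale. It was higher in both R+LE libraries than in the other 4. The next largest rises on that scale were those of Gsta3 (3.26), Eef1a2 (3.14), Gclm (2.62) and Serpinb9b (2.54). Gsta3 and Serpinb9b belong to gene families whose members the counting could have split, and Gclm and Serpinb9b share exon sequence with transcripts on the opposite strand. Nqo1 is also on the list of AhR targets, of which 4 genes were tested. With LE that list passed limma's camera test (adjusted p = 0.0337) and fry (0.012). It did not pass with an estimated correlation (0.249) or with quantile normalization (0.115). The median was 0.17, with 2 genes higher and 2 lower, and only Nqo1 was called, so the list rests on Nqo1.

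Among the genes RANKL lowered, 115 were raised by LE and 5 were lowered further. Chance in the shared +R libraries is argued against, since at most 2 such genes were raised in any of 100 simulations without an effect of LE. Cells that did not respond to RANKL, mixed into the R+LE cultures, would leave every list the same share of its RANKL response. Instead the interferon response list kept a median of 96.2% of its response on the RPKM scale and the osteoclast function list 19.1%, a difference of 77.1 percentage points (75.2 in replicate 1 and 77.1 in replicate 2). Such a mixture is therefore argued against as the whole explanation. A biological explanation remains a hypothesis, and a delayed response to RANKL was not tested, since the design has 1 time point.

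In R+LE, 27 genes lay above both -R and +R and 23 lay below both. The count below both was 13 with a pseudocount of 1, 39 with a pseudocount of 0.1 and 36 with voom. Short transcripts are argued against as the main source, since 40 of the 50 genes are on transcripts of at least 200 nt. Reads taken by Rn45s are argued against as well, since 49 of the 50 remained with Rn45s left out of the depth. Chance in the shared libraries is argued against too, since at most 6 genes were called for LE in any simulation. The genes below both include Scd1, Abca1, Abcg1 and Ccr1, of which the first 3 were chosen after their values were seen. Whether these genes answer to LE alone was not tested, since no culture received LE without RANKL.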

How the results depend on the processing

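In all, 105 results gave 1450 values under an alternative, and 1355 of these kept their direction and their side of the threshold or stayed within the spread. The counts of genes called for RANKL, for LE, for R+LE against -R and in any comparison stayed within 1.5 times their values under all alternatives run. For LE, the higher calls ranged from 129 to 250 and the lower calls from 146 to 275, in both cases lowest with a pseudocount of 1 and highest with voom. With median centring 52.6% of the genes called for LE were higher, against 45.1%. RANKL-induced genes lowered by LE ranged from 121 with a pseudocount of 1 to 215 with voom.

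Among the other counts, induced genes raised by LE were 3 with no filter, where 18427 genes shared the adjustment, and RANKL-lowered genes raised by LE were 178 with a pseudocount of 0.1 and 179 with voom. Genes in R+LE below both -R and +R were 39 with a pseudocount of 0.1, 13 with a pseudocount of 1 and 36 with voom, against 23. The cause was not tested.

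With the correlation between genes estimated from the 6 libraries, the leading-edge lists, the osteoclast function list and the Nrf2 list no longer passed an adjusted p of 0.05, with the same medians as before. These were 4.27, 1.22, 3.85 and -1.26 for RANKL (adjusted p = 0.124, 0.124, 0.124 and 0.272) and -1.72, -1.31, -1.65 and 1.16 for LE (adjusted p = 0.0794, 0.0794, 0.0794 and 0.147). No other list passed that test either. That test reads the correlation from few libraries, and the cause was not tested further.

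The share of lowered induced genes in the largest cluster was 88.9% with K = 7, where more clusters divide the same genes. The share of the RANKL-induced rise removed by LE was 31.3% with +R replicate 2 in the first term and replicate 1 in the second, and the correlation of the RANKL and LE effects across genes was -0.515 with +R replicate 1 in the RANKL effect and replicate 2 in the LE effect, where each effect uses fewer libraries.

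Some changes near 0 reversed. The change of Ccl7 with LE, which was -0.001, became 0.001 with a pseudocount of 0.1 or voom, 0.05 with median centring and 0.042 with quantile normalization, and, with alternatives chosen after seeing the data, 0.012 without Rn45s and 0.032 without the GC trend. With each replicate left out in turn it ranged from -0.185 to 0.183, that of Fos with LE from -0.111 to 0.163, that of Rela with LE from -0.054 to 0.136, and that of Nqo1 with RANKL from -0.429 to 0.099. In 2 lists the direction given by the test reversed while the median kept its sign. These were the housekeeping list with LE, which turned from higher under camera to lower under fry with a median of -0.098 in both, and the list of sex-linked genes with RANKL, which turned from lower to higher under quantile normalization with a median of 0.066 against 0.051. The cause was not tested. With the 3 counts of genes below both groups included, another 29 values changed, 21 of them weaker, 5 stronger and 3 moved, and 38 log2 fold changes moved by more than a standard error when 1 replicate was left out.

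The values do not settle whether the replicate numbers pair the samples. The correlation of the deviations was -0.046 between -R and +R, 0.107 between -R and R+LE and 0.249 between +R and R+LE. The share of reads on genes was lower in replicate 2 than in replicate 1 in +R (76.3% against 80.7%) and in R+LE (74.2% against 80.5%). It was not lower in -R. A batch shared by the +R and R+LE libraries of the same number stays open. With the replicate number as a block, 173 genes were higher and 216 lower with LE, and 162 induced genes were lower.

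Gpr55 and Il23r, which had at most 21 and 2 reads in a library, lay below the filter and were not tested.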

Differences from the paper's values

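For Ctsk, the log2 fold change of +R against -R was 6.72 against the paper's 8.51 in Table S2. It was 5.95 with a pseudocount of 1, 7.94 with a pseudocount of 0.1 and 8.46 with voom on the recovered reads. For Src it was 4.27 against the paper's 4.67, with 3.94 and 4.60 at pseudocounts of 1 and 0.1. For Ppargc1b it was 3.03 against the paper's 3.60, with 2.63 and 3.50. For Mmp9 it was 7.57 against the paper's 7.73, with 7.40 and 7.72. For each gene the value moved toward the paper's as the pseudocount fell. The gap therefore follows from the pseudocount, which compresses low values. Among the alternatives set before the data were examined, leaving out replicates aside, voom came within a standard error of the paper's value. A pseudocount of 0.1 also did for Src, Ppargc1b and Mmp9, and no other alternative did. The standard error is that of the main limma fit here, not of the paper.

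In Figure 3A the row of p65 reads about 31 RPKM in +R by eye, against 20.0 RPKM for Rela here. The RPKM values are the deposited ones, so no alternative changes them. The figure shows the p65 row rising with RANKL and falling with LE, whereas Rela had a log2 fold change of -0.20 with RANKL and 0.04 with LE.

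The counts of genes were lower here than in the paper, by less than 1.5 times. The paper gives 2573 genes changed in any comparison, against 2013 here, 2414 with voom and 1690 with a pseudocount of 1. It gives 948 RANKL-induced genes, against 763 here, 909 with a pseudocount of 0.1, 913 with voom and 625 with a pseudocount of 1. Of these it gives 201 lowered and 12 raised by LE, against 162 and 9 here, 191 and 12 with a pseudocount of 0.1, and 215 and 13 with voom. Other alternatives lay further from the paper, with 121 and 7 at a pseudocount of 1. There were 133 and 9 with a minimum mean of 1 RPKM, and 144 and 3 with no filter.

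The paper places Gpr55 and Il23r among the leading-edge genes, and neither reached the filter here.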

Other observations

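The tests of this part were chosen after the results they bear on were seen.

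The row of p65 in Figure 3A was compared with all 24940 genes of the deposited table. Nfkb1, chosen after its values were seen, was the nearest, with a largest difference of 0.826 RPKM over the 6 libraries. The next gene differed by 2.36 RPKM, and Rela, which encodes p65, differed by up to 11.4 RPKM and ranked 747. A candidate explanation is that the row shows Nfkb1, which encodes p105 and p50, in place of Rela. The rows of c-Fos and Nfatc1 were nearest to Fos and Nfatc1, by 0.452 and 0.623 RPKM.

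Of the 375 genes called for LE, 32 were on transcripts under 200 nt. Of these, 17 lie inside an exon of a longer tested gene, and 14 of the 17 moved the same way as that gene, but the longer gene was itself called for LE in only 4. Of all 139 tested short transcripts inside such an exon, 86 moved the same way as the longer gene. Reads shared with the longer gene and a change of the short transcript itself cannot be told apart, since the 17 were selected for their change and most of the longer genes were not called.

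The paper reports lower phosphorylation of ERK within minutes of RANKL in cells treated with LE. A hypothesis was that genes of ERK feedback would be lower at day 3. The list of 14 tested genes had a median log2 fold change of 0.22 with LE (adjusted p = 0.133 in limma's camera test), with 8 genes higher and 6 lower and a range from -1.14 to 1.46. With a minimum mean of 1 RPKM the list passed as higher, at a median of 0.26 (adjusted p = 0.0338), and under the other alternatives the adjusted p ranged from 0.109 to 0.334. A lower, an unchanged and a higher activity of ERK cannot be told apart at this time point, since members went both ways.

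The falls of Abca1, Abcg1, Scd1 and Scd2 led to the hypothesis of a lower activity of the sterol-sensing receptors LXR. In 8 further target genes, chosen after those falls were seen, the median was -0.18 with a range from -1.35 to 1.02. Of these genes, 5 were lower and 3 higher (exact two-sided sign test, p = 0.727), and neither limma's camera test nor fry passed 0.05 for the set. Since members went both ways, a lower LXR activity and other explanations cannot be told apart.

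The RANKL effect and the LE effect had a correlation of -0.628 across genes, which are not independent replicates. The same +R libraries enter both effects with opposite sign, and unchanged groups gave a median of -0.50 in 100 simulations. With the RANKL effect kept and no effect of LE, the median was -0.097 and the lowest -0.127.

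The 14 lists written by hand, limma's set tests of them and the test of Actb were fixed before the data were examined. They are exceptions to the opening statement of this part. Over the other lists, the median log2 fold change with LE was 0.75 for negative regulators of osteoclasts, -0.20 for NF-κB targets, 0.22 for the interferon response, -0.66 for antigen presentation, 0.02 for cell division, -0.65 for respiration, -0.56 for the proton pump, -0.34 for cholesterol synthesis, -0.10 for housekeeping and -0.07 for sex-linked genes. In limma's camera test with the preset correlation, the adjusted p with LE was 1.11e-07 for negative regulators, 5.13e-07 for antigen presentation, 7.14e-09 for respiration, 0.00179 for the interferon response, 6.55e-05 for the proton pump and 0.0071 for cholesterol synthesis, and at least 0.355 for NF-κB targets, cell division, housekeeping and sex-linked genes. Under fry, the interferon response, the proton pump and cholesterol synthesis did not pass 0.05 (0.0766, 0.0656 and 0.0523), while negative regulators, antigen presentation and respiration had an adjusted p below 0.05 (0.00637, 0.012 and 0.036), and with the estimated correlation none of the lists did, at 0.105, 0.243 and 0.292 for these and at least 0.292 for the others. Antigen presentation genes, which had a median of -0.86 with RANKL, fell further with LE, and 9 of 10 were lower in R+LE. Cell division genes rose with RANKL by a median of 1.04 and kept that level.

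Actb, the reference of the paper's qRT-PCR, was 2468 ± 707.3 RPKM in -R, 1410 ± 262.1 in +R and 1690 ± 241.5 in R+LE (SD, n = 2 each), a log2 fold change of -0.79 with RANKL (adjusted p = 0.017 in limma) and 0.27 with LE (adjusted p = 0.611). With each library left out in turn the change with RANKL ranged from -1.09 to -0.49.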
